# Enhanced protein synthesis is a defining requirement for neonatal B cell development

**DOI:** 10.3389/fimmu.2023.1130930

**Published:** 2023-04-17

**Authors:** Hugo Åkerstrand, Elena Boldrin, Giorgia Montano, Stijn Vanhee, Karin Olsson, Niklas Krausse, Stefano Vergani, Maciej Cieśla, Cristian Bellodi, Joan Yuan

**Keywords:** LIN28B, protein synthesis, B-1 cells, neonatal B cell development, c-MYC

## Abstract

The LIN28B RNA binding protein exhibits an ontogenically restricted expression pattern and is a key molecular regulator of fetal and neonatal B lymphopoiesis. It enhances the positive selection of CD5+ immature B cells early in life through amplifying the CD19/PI3K/c-MYC pathway and is sufficient to reinitiate self-reactive B-1a cell output when ectopically expressed in the adult. In this study, interactome analysis in primary B cell precursors showed direct binding by LIN28B to numerous ribosomal protein transcripts, consistent with a regulatory role in cellular protein synthesis. Induction of LIN28B expression in the adult setting is sufficient to promote enhanced protein synthesis during the small Pre-B and immature B cell stages, but not during the Pro-B cell stage. This stage dependent effect was dictated by IL-7 mediated signaling, which masked the impact of LIN28B through an overpowering stimulation on the c-MYC/protein synthesis axis in Pro-B cells. Importantly, elevated protein synthesis was a distinguishing feature between neonatal and adult B cell development that was critically supported by endogenous *Lin28b* expression early in life. Finally, we used a ribosomal hypomorphic mouse model to demonstrate that subdued protein synthesis is specifically detrimental for neonatal B lymphopoiesis and the output of B-1a cells, without affecting B cell development in the adult. Taken together, we identify elevated protein synthesis as a defining requirement for early-life B cell development that critically depends on *Lin28b*. Our findings offer new mechanistic insights into the layered formation of the complex adult B cell repertoire.

## Introduction

B-cell development is centered around alternating stages of cellular proliferation and V(D)J recombination at the immunoglobulin heavy and light chain loci, with the goal of producing a diverse yet self-tolerant B cell repertoire. During the Pro-B cell stage, productive IgH rearrangement results in the expression of a pre-BCR complex and differentiation into the large Pre-B cell stage. The latter is marked by a transient burst of clonal expansion. Cell cycle exit is accompanied by the initiation of light chain recombination and entry into the small Pre-B cell stage. IL-7 signaling is an essential trophic factor during the Pro- and large Pre-B cell stages, promoting cell survival, proliferation, and differentiation, through distinct effects mediated by the Stat5 and mTORC1/c-MYC signaling axes (1, 2). IL-7 signaling wanes as large Pre-B cells move away from IL-7 producing stromal cells *in vivo* and its attenuation is required for the developmental progression into the small Pre-B cell stage and the onset of IgK light chain recombination (3). Generation of a productive immunoglobulin heavy and light chain complex leads to membrane IgM expression and developmental progression into the immature B (Imm-B) cell stage. Here, cells carrying innocuous BCRs are allowed to mature while self-reactive specificities are subject to central tolerance mechanisms including receptor editing and apoptosis to remove potentially harmful recognition of “self” (4). Progression through these stages is accompanied by dramatic fluctuations in bioenergetic states. Although metabolic capacity has been proposed to modulate the central tolerance checkpoint (5), this theory has not been empirically proven. 

Much of what we know about B cell development comes from studies in adult mice, which differs significantly from fetal and neonatal life. For example, while B cell development in adult bone marrow strictly requires IL-7 mediated signaling, B cell output can take place in neonatal mice lacking IL-7Ra until around two weeks of age (6). Furthermore, both the pre-BCR and mature BCR checkpoints are less stringent during neonatal life allowing for the positive selection of poly and self-reactive specificities in mice and men (7–9). This correlates with the output of self-reactive CD5+ B-1a cells in mice, which secrete natural antibodies important for the clearance of cellular debris and act as a first line of defense against pathogens (10). Despite these differences, the basis for the developmental switch in B cell output is not well understood.

One molecular program that distinguishes early life lymphopoiesis is centered around the post-transcriptional regulator LIN28B. Along with LIN28A, it is one of two mammalian homologs of the heterochronic *lin-28* RNA binding protein first identified in *Caenorhabditis elegans* (11). In the mammalian hematopoietic system, *Lin28b* expression is abundant during fetal life and gradually silenced within the first two to three weeks of life, critically controlling a neonatal switch in hematopoietic stem cell function and lineage output patterns (12–14). LIN28A/B plays an established role in regulating cellular growth and metabolism in various tissues, most famously through the direct inhibition of the biogenesis of the evolutionarily conserved Let-7 family of microRNAs. Its expression de-represses Let-7 targets which include the proto-oncogenes *Myc*, *Arid3a*, *Hmga2* and *Igf2bp1-3* (15–17). We and others have previously shown that ectopic LIN28A/B expression in the adult is sufficient to reinitiate a fetal-like gene expression signature and promote key aspects of fetal-like lymphopoiesis, including the efficient production of CD5+ B-1a cells (13–15, 18). These studies establish ectopic LIN28B expression as a powerful approach to understand the unique molecular program that governs early life B cell output. Furthermore, studies from both BCR poly-clonal and BCR transgenic mouse models make clear that LIN28B relaxes the central tolerance checkpoint to allow for the positive selection of self-reactive BCR specificities and thereby uniquely shapes the neonatal B cell repertoire (19, 20). Immunophenotypically, this phenomenon is marked by the developmental progression of CD5+ Imm-B cells destined for the B-1a cell lineage (19). The mechanism for this effect is, although not fully understood, at least in part linked to augmentation of c-MYC protein levels in Imm-B cells (19) known to promote B cell positive selection (21).

A less understood mechanism of LIN28B action is through the direct binding of coding mRNAs to either positively or negatively regulate transcript stability and protein translation, in a context dependent manner (22–31). In particular, several studies have demonstrated the ability of LIN28B to promote the translation of ribosomal proteins, through Let-7 independent direct binding to their transcripts in human ES cells (32), transformed human kidney (22) and neuroblastoma (31) cell lines. However, the role of the protein synthesis pathway in LIN28B dependent B cell output is not known. Here we demonstrate that LIN28B can directly interact with ribosomal protein transcripts in primary B cell precursors. Using an inducible mouse model we show that LIN28B expression during adult B cell development elevates protein synthesis during the small Pre-B and Imm-B cell stages. Finally, we show that elevated protein synthesis is a hallmark of neonatal B cell development that depends on endogenous *Lin28b* expression and critically supports the generation of CD5+ B-1a cells early in life. We conclude that LIN28B augments protein synthesis to potentiate the unique features of early life B cell output.

## Materials and methods

### Mice

tet-LIN28B mice were generated by intercrossing *Col1a^tetO-LIN28B^* (JAX: #023911) mice, carrying Doxycyclin (Dox) inducible Flag-tagged human *Lin28b* cDNA under the endogenous *Col1a* promoter, to Rosa26^rtTA*m2^ (JAX: #006965) mice and were originally obtained from the laboratory of George Daley (Harvard Medical School) (33). Monoallelic transgene expressing mice were used for experiments. Rosa26^rtTA*m2^ heterozygous littermates were used as control mice. For *in vivo* experiments, Doxycycline (Dox) chow (200 mg/kg, Ssniff, cat#A112D70203) was fed to tet-LIN28B and littermates for 10 days before analysis. B6.Cg-*Lin28b^tm1.1Gqda^*/J (*Lin28b* KO) (JAX: #023917), C57BLKS-*Rpl24^Bst^*/J (Bst) (JAX: #000516) and Nur77-GFP (Jax #016617) were from the Jackson laboratory. Wildtype mice were from Taconic (B6NTAC, Taconic). The *Lin28b*-eGFP knock-in strain was generated as previously described (34). Adult mice were used at 10 to 16 weeks of age, neonates were analyzed at the indicated days post-birth. Male and female mice were used interchangeably throughout the experiments. Animal husbandry and experimental procedures were performed in accordance with ethical permits issued by the Swedish Board of Agriculture.

### Bone marrow cultures

Adult bone marrow B cell precursors from untreated adult mice were expanded and enriched *ex vivo*, as previously described (35). Briefly, single cell suspension of red blood cell lysed bone marrow cells from untreated adult mice were plated in complete RPMI-1640 (Fischer Scientific, cat#21875091) (supplemented with 10% FBS, HEPES, NEAA, Sodium Pyruvate, Penstrep, 2-mercaptoethanol) and incubated for 15 min at 37 °C. The non-adherent cells were isolated and seeded at a cell density of 0.75-1.5 million/mL using complete RPMI-1640, IL-7 (20 ng/mL, Peprotech, cat#217-17), and Dox (0.1 µg/ml, Sigma-Aldrich, cat#D3072). Note that Dox treatment was always initiated *ex vivo* at the start of the culture. The cell culture medium was refreshed every second day.

### RNA immunoprecipitation sequencing

Cells from day 5 bone marrow cultures from tet-LIN28B or littermate control mice were used for lysis and RIP using Magna RIP RNA-Binding Protein Immunoprecipitation kit (Millipore, cat#17-700) according to the manufacturer’s instructions. Briefly, 10% of the total lysate was kept as input sample. 4 μg of anti-Flag antibody (Sigma) and 50 μl of A/G beads (Millipore, cat#16-663) were added to the lysate and incubated for 3 hours. Beads were washed 6 times with ice-cold RIP wash buffer (Millipore, cat#17-700). RNA was extracted using RNAzol (Sigma-Aldrich, cat#R4533) and Direct-zol RNA MicroPrep kit (Zymo Research, cat#R2060). For RNA quantification and quality control respectively, Qubit with RNA HS kit (Thermofisher Scientific, cat# Q32852) and Agilent Bioanalyzer with RNA Pico kit (Agilent, cat#5067-1513) were used according to the manufacturer’s instructions. 20ng of total RNA was used for the cDNA synthesis and amplification with the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara, cat#634889) according to instructions. Library tagmentation and indexing was performed using Nextera XT DNA Kit (Illumina, cat#FC-121-1030) and Nextera XT v2 set A Indexing kit (Illumina, cat#15052163). Library quantification and library size were measured using Qubit DNA HS kit (Thermofisher Scientific, cat#Q32851) and BioAnalyzer DNA HS kit (Agilent, cat#5067-4626). The samples were run in NextSeq 550 using NextSeq High output 150 cycles 2x76bp.

The sequencing was aligned to mm10 using the STAR aligner (v2.7.1) and counted using RSEM (v1.28). After mapping, the RSEM result files were loaded into R and their FPKM values were used for the analysis. To filter out lowly expressed genes, the initial data (covering 54,752 genes) was filtered for genes that had at least 50 FPKM value in the input and IP of both tet-Lin28b samples (1,459 genes), which were then used for all the analysis presented in **Figure 1**. The individual sample FPKM values before and after filtering are included below (**Table 1**).

**Figure 1:**
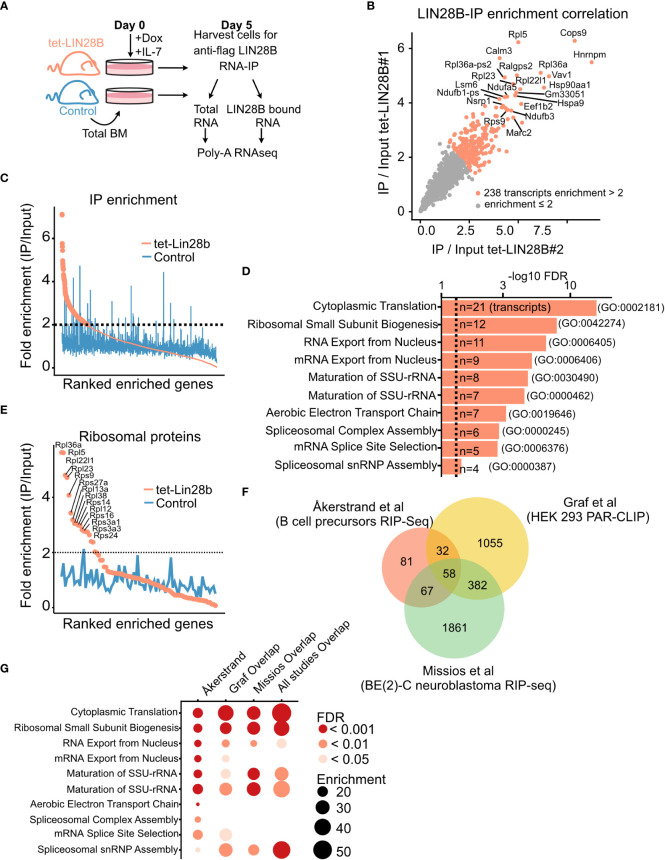
LIN28B binds to ribosomal protein transcripts in primary B cell precursors. **(A)** Schematic of experimental setup for the identification of LIN28B-bound mRNA targets in bone marrow (BM) B cell precursors. Uninduced adult total BM of the indicated genotypes were plated in IL-7 (20 ng/mL) and Doxycycline (Dox, 0.1 µg/mL) prior to RNA-IP for five days to allow for Pro-B cell expansion. Co-immunoprecipitated mRNA from two tet-LIN28B and one control mouse were individually subjected to Poly-A RNA-seq. **(B)** IP/input enrichment ratios from the two tet-LIN28B samples were plotted against each other showing high correlation between the two biological replicates. LIN28B IP/input enrichment ratio of greater than two-fold (n=238 transcripts) were used for subsequent analyses. **(C)** Average enrichment ratio ranking of the two tet-LIN28B samples compared to control. **(D)** Top ten gene ontology terms of the 238 enriched transcripts. **(E)** Graph showing the average enrichment ratio of all ribosomal protein coding transcripts ranked by IP/Input. **(F)** Analysis of overlapping genes between the 238 LIN28B enriched transcripts of this study (Åkerstrand et al) and previously published LIN28B-mRNA RIP-Seq and PAR-CLIP data sets (22, 31). **(G)** Gene ontology analyses of overlapping interacting transcripts between the indicated studies.

**Table 1:** RIP-seq sample FPKM values.

Sample	Initial reads (FPKM)	Filtered reads (FPKM)
#1 tet-Lin28b input:	1,320,000	1,090,000
#1 tet-Lin28b IP:	1,260,000	1,080,000
#2 tet-Lin28b input:	1,360,000	1,140,000
#2 tet-Lin28b IP:	1,230,000	1,040,000
Ctrl input:	1,380,000	1,140,000
Ctrl IP:	1,140,000	912,000
Sum:	7,690,000	6,402,000

Enrichment was calculated as IP over Input FPKM for each of the two tet-LIN28B samples, individually. 238 transcripts had an average enrichment of at least 2-fold and were considered for subsequent analyses. Littermate control sample was not considered when generating this list. Gene ontology analysis was done using the Panther database (pantherdb.org, release 17.0). Comparable results were obtained using the KEGG pathway and BioPlanet. All the sequencing data is accessible through GEO, GSE217788.

### Poly-A RNA sequencing

B cell precursor subsets were FACS sorted from adult BM of Dox induced mice of the indicated genotypes. RNA sequencing libraries were generated as previously described (19) and sequenced on Illumina NextSeq and NovaSeq. Note that FSC-A low, small Pro-B cells were excluded from the FACS sorting gate. All data was processed and analyzed as previously described (19). Data is accessible through GSE217788 except for Imm-B cells that was previously generated (19) and is accessible through GSE135603. GSEA used Wald's stat generated by DESeq2 as a ranking metric. MSigDB Mouse collections Hallmark_MYC_target_v1.

### Metabolic labeling of nascent proteins

Cells were depleted of endogenous methionine by pre-culturing in methionine free RPMI (Fisher Scientific, cat#A1451701). After 45 minutes, the medium was supplemented with L-azidhomoalanine (AHA, 1 mM final concentration, Fisher Scientific, cat#C10102) and labeled for one hour. AHA uptake was visualized using Click-iT Plus Alexa Fluor 555 Picolyl Azide Toolkit (Fisher Scientific, cat#C10642), following the manufacturer’s protocol. Briefly, up to 3 x 10^6^ cells were fixed in 400 µL of 4% formaldehyde (Fischer Scientific, cat#28906) for 20 minutes at room temperature, washed, and then permeabilized in equal volume of 0.1% saponin (Sigma, cat#S4521) for 20 minutes. Alexa Fluor 488 Alkyne (Fisher Scientific, cat#A10267) was used in place of Alexa Fluor 555 for FACS analysis.

### EdU labeling for cell cycle analysis

Analysis was performed in accordance with the manufacturer’s instructions (Invitrogen, cat#C10634). Briefly, single cell suspension of red blood cell lysed bone marrow cells was plated in complete RPMI-1640 (Fischer Scientific, cat#21875091) and labeled with EdU (10 µM) for 30 minutes. Cells were then stained for surface proteins before fixation and permeabilization. The EdU was Click-iT ligated to Alexa Fluor 555 and analyzed with DAPI for separation according to cell cycle phase.

### Flow cytometry

Bone marrow cells were extracted by crushing bones from hind- and front limbs, hips, and sternum, using mortar and pestle. Peritoneal cavity was isolated by flushing adult mice with 8 mL of FACS buffer (Hank’s Balanced Salt Solution (Gibco, cat#14175-053) supplemented with 0.5% Bovine Serum Albumin (Sigma, cat#A9647) and 2 mM EDTA (Invitrogen, cat#15575-038)), or neonates 1-8 mL depending on the age. Red blood cell lysis was performed on bone marrow and spleens using ACK lysis buffer (Fischer Scientific, cat#A1049201), only for mice that were at least 19 days old. Lineage depletion was carried out before cell sorting by MACS Cell Separation and LS columns (Miltenyi Biotec, cat#130-042-401) to deplete CD3+, TER119+, or Gr-1+ cells, according to manufacturer’s instructions.

Antibody staining of surface antigen was performed using FACS buffer, at a cell density of 1 x 10^7^ cells per 100 µL of FACS buffer with antibodies, for 30 minutes at 4 °C. Analysis of intracellular antigens was done by using the same fixation and permeabilization as was described under “Metabolic labeling of nascent proteins” or using BD Cytofix/Cytoperm fixation/permeabilization kit (BD Biosciences, cat#554714). Maximum of 3 x 10^6^ cells per reaction. All flow cytometry experiments were gated on live CD19+ B cells and the following immunophenotypes: Pro-B cells (CD93+IGM–cKIT+), Pre-B cells (CD93+IGM–cKIT– and FSC-A to separate large from small), Imm-B cells (CD93+IGM+), peritoneal cavity B-1a B cells (CD5+CD23–B220low and CD43+), and peritoneal cavity B-2 B cells (B220high CD23+ and CD43–). All flow cytometry experiments were performed at the Lund Stem Cell Center FACS Core Facility (Lund University, Lund, Sweden) using BD Fortessa, BD Fortessa X20, BD FACS Aria III, or BD FACS Aria II instruments. Cell sorting was performed using a 70 µm nozzle, 0.32.0 precision mask, and a flow rate below 6000 events/s. Analysis was performed using FlowJo version 10. Antibodies are listed in **Supplemental Table S1**.

### Bone marrow HSPC transplantation

4000 bone marrow Lineage^–^ Sca1^+^ cKit^+^ (LSK) donor cells (CD45.1) from day 10 neonatal *Rpl24^WT/Bst^* or WT mice were FACS sorted and mixed at a 1:2 ratio with 8000 sorted CD45.1 competitor LSK cells and 200,000 CD45.1 total BM support cells. Cells were transplanted into lethally irradiated (2 × 450 cGy) and CD45.1+ CD45.2+ double positive adult recipients by tail vein injection. Endpoint analysis was performed 13–14 weeks after transplantation.

### Western blot

Sorted B cells were lysed in RIPA buffer (CST, cat#9806S), protease inhibitor (Roche, cat#4693132001), and PMSF (CST, cat#8553S). Loading samples were prepared with Laemmli buffer (Bio-Rad, cat#1610747) with β-mercaptoethanol (Bio-Rad, cat#1610710). Proteins were separated by SDS–polyacrylamide gel electrophoresis (Any kD Mini-Protean TGX gel, Bio-Rad, cat#4568125) and transferred to a nitrocellulose membrane (Trans-Blot Turbo Mini Nitrocellulose Transfer Packs, Bio-Rad, cat#1704158). Membranes were blocked for 1 hour at RT in 5% skimmed milk. Antibodies are listed in **Supplemental Table S1**. The ECL Select kit (GE Healthcare, cat#RPN2235) was used to detect protein bands with a ChemiDoc XRS+ system (Bio-Rad). Band intensity was quantified by Image Lab Software v6.1(BioRad). Each lane was automatically detected with manual adjustments to subtract the background and each band was individually selected followed by quantification of peak area of obtained histograms.

For RIPseq, 10% of the each indicated protein extract was collected to validate the immunoprecipitation efficiency. Proteins were separated by SDS–polyacrylamide gel electrophoresis (12% Mini-Protean TGX gel, Bio-Rad, cat#4561043) and transferred to a nitrocellulose membrane (Trans-Blot Turbo Mini Nitrocellulose Transfer Packs, Bio-Rad, cat#1704158). Membranes were blocked for 1 hour at RT in 5% skimmed milk. Antibodies are listed in **Supplemental Table S1**.

### qRT-PCR

50.000 sorted cells were lysed in RNAzol (Sigma-Aldrich, cat#R4533) and total RNA was extracted using Direct-zol RNA MicroPrep kit (Zymo Research, cat#R2060) according to the manufacturer’s instructions. Total RNA (8 μl) was used in random primed cDNA synthesis with TaqMan Reverse Transcription Reagents (Applied Biosystem, cat#N8080234). Diluted cDNA 1:2 (4 μl) was used in every qPCR reaction using KAPA probe Fast qPCR kit (Kapa Biosystem, cat#KK4706) with primers targeting 45S (Thermofisher Scientific, cat# Mm03985792_s1) and 18S (Thermofisher Scientific, cat# 4333760T) rRNA transcripts. The relative expression levels of rRNA were evaluated using log2 (2ΔCt) calculation.

### Statistical analysis

All statistical analysis was carried out in R (version 4.1.2) and RStudio (version 1.4.1717), using functions from the following packages: tidyverse (version 1.3.1), DESeq2 (version 1.32.0), rstatix (version 0.7.0), fgsea (version 1.18.0), and ggpubr (version 0.4.0). Statistics for bulk RNA-seq was generated using the DESeq2 package without custom settings. Data from non-sequencing methods were imported into R and statistics calculated using Wilcox or T-test, as indicated by the figure legends. Asterisks indicate the P-value, *<0.05, **<0.01, ***<0.001, ****<0.0001.

## Results

### The LIN28B mRNA interactome in primary B cell precursors is enriched for ribosomal protein transcripts

Using an inducible tet-LIN28B mouse model expressing Flag-tagged human *Lin28b* cDNA upon doxycycline (Dox) induction (Col1a^tetO-LIN28B^ Rosa26^rtTA*m2^) (33), we and others have previously demonstrated that LIN28B expression is sufficient to re-initiate fetal-like hematopoietic output in adult life (14, 19, 36, 37). To better understand the underlying mechanism, we performed immunoprecipitation of its mRNA interactome in developing B cells. To obtain sufficient cell numbers for interactome profiling, adult B cell precursors from uninduced tet-LIN28B and control mice were expanded for 5 days by culturing whole bone marrow cells in the presence of IL-7 and supplemented with Dox *ex vivo* to induce LIN28B expression. After five days with IL-7, the cultures reached above 80% B cell purity (**Supplemental Figure 1A**). Cells were harvested and subjected to anti-FLAG RNA immunoprecipitation (IP) coupled with poly-A selected RNA-sequencing (RIP-seq) (**Figure 1A**). 

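The input and the anti-FLAG IP of 2 tet-LIN28B mice and of 1 littermate control were analysed, 6 libraries in all, from bone marrow cells cultured for 5 days with IL-7 at 20 ng/mL and with Dox. Lin28b itself, which encodes an RNA-binding protein of fetal cells that blocks let-7 maturation, lies on chromosome 10 of GRCm38 from 45376620 to 45486395 (GENCODE M21). The mouse gene was at 0.62 and 1.03 FPKM in the tet-LIN28B inputs and at 0.01 FPKM in the control input. The FLAG-tagged transgene is a human cDNA, so these values are not a measure of its level. Across genes, log2 FPKM values of the 3 inputs correlated with each other at r = 0.958 to 0.967, and those of both tet-LIN28B IPs at r = 0.962. The tet-LIN28B IPs correlated with the inputs of their own mice at r = 0.845 and 0.874, and the control IP with the control input at r = 0.946. The authors deposited FPKM values from RSEM for 54752 genes. No counts come with them, so the depth is unknown. The sums per library ran from 1144868 FPKM in the control IP to 1384941 FPKM in the control input. As in the paper's methods, genes with at least 50 FPKM in the input and the IP of both tet-LIN28B mice were kept, which left 1460 genes holding 79.7% to 85.8% of the FPKM of each library. Enrichment was the IP/input ratio of FPKM within a mouse, and tests used log2 of this ratio with a pseudocount of 1 added to each value. The median log2 ratio of all kept genes was 0.02 and 0.03 in the tet-LIN28B mice and -0.12 in the control. With 2 tet-LIN28B mice and 1 control, limma had 1 residual degree of freedom per gene and took the spread from all genes together. Rpl24, with ratios of 0.454 and 0.454 in the tet-LIN28B mice, had a standard error of 0.212. Hnrnpa2b1, with ratios of 4.41 and 2.21, had one of 0.215. The p-values from limma thus do not reflect how well both mice agreed on a gene. The lone control was assumed to vary like the tet-LIN28B mice. The paper once calls the tet-LIN28B samples technical replicates, while its Figure 1B legend and the sample titles call them biological replicates, and they were taken as 2 mice. The last line of each sample description names the opposite fraction from its title, and the titles were followed because the column names of the deposited values and Supplemental Table S2 give the fraction in the same way. The sample descriptions give Dox at 0.1 mg/mL and the paper's methods at 0.1 µg/mL.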

Immunoprecipitation efficiency of LIN28B was validated by western blot analysis (**Supplemental Figure 1B**). Total RNA sequencing of corresponding input samples was used for calculating RIP-seq enrichment. LIN28B RIP/input ratio of the technical replicates showed a high degree of correlation (R=0.93, p < 2.2e-16) (**Figure 1B**) and were averaged for downstream analyses. 

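Hnrnpm, which encodes a splicing regulator of the hnRNP family and lies on chromosome 17 of GRCm38 from 33646233 to 33686860, had the highest average IP/input ratio of the 1460 genes, 7.12 ± 2.30 (SD, n = 2 mice), with 8.75 in the first tet-LIN28B mouse and 5.49 in the other. Cops9, which encodes a subunit of the COP9 signalosome, followed at 7.89 and 6.28 in the same order. At the other end, mt-Atp8, a mitochondrially encoded subunit of ATP synthase, had ratios of 0.00972 and 0.0172. Across genes, the ratios of both mice correlated at Pearson r = 0.927 and Spearman rho = 0.941, and at r = 0.955 on the log2 scale. The ratios of the control correlated with those of the tet-LIN28B mice at r = 0.331 and 0.370, and at rho = 0.445 and 0.476. Genes are not independent replicates, so no p-value is given for these relations. The median SD between both mice was 0.17 on the log2 scale.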

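Vav1, which encodes a guanine nucleotide exchange factor of antigen receptor signalling and lies on chromosome 17 of GRCm38 from 57279100 to 57328031, had an average IP/input ratio of 5.77 ± 1.13 (SD, n = 2) in tet-LIN28B mice and of 1.16 in the control. The largest rises over the control included Ndufa5, a subunit of respiratory complex I, and Uqcrb, a subunit of complex III, with log2 differences of 2.51 and 2.28 (limma, adjusted p = 2.17e-10 and 4.07e-08). Among the largest falls, Pfn1, which encodes the actin-binding protein profilin 1, had a ratio of 0.0761 ± 0.0190 (SD, n = 2) against 0.812 in the control. Ccnd2, which encodes cyclin D2, had a ratio of 0.468 ± 0.0775 (SD, n = 2) against 2.86 in the control, a log2 difference of -2.61 (standard error 0.32, adjusted p = 1.69e-14 from limma). Of the 1460 genes, 522 were higher and 512 lower in the IP than in the input of tet-LIN28B mice at an adjusted p under 0.05 from limma, and 426 passed in neither direction. The ratio was higher in tet-LIN28B mice than in the control for 339 genes and lower for 324, so that 51.1% of the calls were higher, against 39.5% after scaling to TPM and 40.1% after centring each mouse on its median. With 50 FPKM asked of the inputs only, and not of the IPs, 289 genes were higher and 681 lower (29.8% higher). With the filter again on the 4 tet-LIN28B libraries, IPs included, the share was 35.8% at 10 FPKM and 22.2% at 1 FPKM. It was 17.8% with values above 0 in the 6 libraries. Without the mouse as a replicate block, 130 genes were higher and 125 lower. An average ratio above 2 was reached by 238 genes, with a median of 2.53, and 186 of these were above 2 in both mice. Their median ratio in the control was 1.08 (range 0.503 to 4.74), above that of each of 10000 random lists matched on input FPKM. The control ratio exceeded 2 for 18 of the 238, among them Odc1, which encodes ornithine decarboxylase, at 3.33, and it exceeded 1.5 for 43. Odc1 was chosen after its values were seen. Over all 1460 genes, 37 had a control ratio above 2. Both tet-LIN28B mice exceeded the control for 224 of the 238, and 197 passed the limma test of the difference.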

238 transcripts displayed a higher than two-fold RIP/input enrichment in tet-LIN28B samples but showed no trend in the control (**Supplemental Table S2**; **Figure 1C**). Gene ontology (GO) analysis revealed a prominent enrichment for ribosomal protein coding transcripts (**Figures 1D, E**), suggesting that ribosomal function might be a core target pathway of LIN28B during B cell development. 

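Among the 82 cytosolic ribosomal protein transcripts that passed the filter, Rpl36a and Rpl5, which encode proteins of the large subunit, had the highest average IP/input ratios in tet-LIN28B mice, 5.63 ± 0.738 and 5.62 ± 0.864 (SD, n = 2). Rpl22l1, a paralog of Rpl22, followed at 4.80 ± 0.422 (SD, n = 2). The lowest were Rpl39, at 0.0758 ± 0.00937 (SD, n = 2), and Rps29, a protein of the small subunit, at 0.113 ± 0.00713 (SD, n = 2). Rpl36a lies on the X chromosome of GRCm38 from 134585654 to 134588062 and Rpl39 on the same chromosome from 37082520 to 37085402. Of the 82 transcripts, 21 had an average ratio above 2 and 21 a ratio below 0.5, while in the control 0 lay above 2 and 0 below 0.5. The IP was higher than the input for 26 and lower for 27 at an adjusted p under 0.05 from limma, with 26 and 27 when adjusted over the list alone. Relative to the control, 24 were higher and 19 lower, and adjusted over the list alone again 24 and 19. The median ratio was 1.09 in tet-LIN28B mice and 0.867 in the control. Membership among the 238 transcripts above 2 was more frequent than for the other 1378 genes, of which 217 were above 2, with an odds ratio of 1.84 (Fisher's exact test, one-sided, p = 0.0177, adjusted p = 0.136 over 19 lists). With TPM scaling the same exact test gave p = 0.0535, and for a ratio above 1.5 an odds ratio of 0.980 (p = 0.575), while 12 other alternatives gave p from 0.000126 to 0.0351 and odds ratios from 1.69 to 3.21, and 6 of these an adjusted p from 0.00145 to 0.0204. As a group the 82 transcripts were not shifted against other genes by camera, with an adjusted p = 0.626 for tet-LIN28B mice and 0.364 for the difference from the control. Their median ratio lay above that of each of 10000 random lists matched on input FPKM, both in tet-LIN28B mice and in the control. This holds only against genes of similar input FPKM, since their control median of 0.867 lay below that of all kept genes, 0.919. Ribosomal protein genes have many processed pseudogenes, and 85.5% of the 50-mers of Rpl36a and 48.5% of those of Rpl5 occur in transcripts of other genes. The 6 ribosomal protein transcripts with at most 10% of shared 50-mers included 0 with an average ratio above 2 and 0 below 0.5, and the highest of them was Rpl8, chosen after its values were seen, at 1.72 ± 0.092 (SD, n = 2). Of these 6, 2 were higher and 0 lower than in the control by limma, and 6 are too few to compare. Rps15a, 1 of the 2, has a model of 5179 nt in a family of 39 genes, so its low percentage may hide much shared sequence. With FPKM times transcript length summed over a gene and all genes sharing a 50-mer with it, 20 of the 21 transcripts above 2 had a log2 ratio above 1. The list, like the others, was written after Supplemental Table S2 had been seen, so its tests are not independent evidence.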

Interestingly, similar observations were previously made in other cell types, including 293T cells (22) and BE (2)-C neuroblastoma cells (31). Indeed, cross comparison of our identified targets with these studies yielded cytoplasmatic translation as the predominant overlapping GO term (**Figures 1F, G**). Our analysis also identified other GO terms involved in RNA splicing and oxidative phosphorylation, consistent with previous LIN28A/B interactome studies in various cell types (23, 38). 

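Lsm6, a component of the U6 snRNP, and Nsrp1, a splicing regulator, had the highest average IP/input ratios among spliceosome and splicing factor transcripts, 4.26 ± 0.0679 and 4.08 ± 0.368 (SD, n = 2). Bud31, a protein of the activated spliceosome, had the lowest, 0.187 ± 0.0304 (SD, n = 2). Lsm6 lies on chromosome 8 of GRCm38 from 78804865 to 78821140. Of 54 such transcripts, 27 were higher and 15 lower in the IP than in the input of tet-LIN28B mice by limma, and 28 and 15 when adjusted over the list alone. Relative to the control, 21 were higher and 7 lower, with 23 and 8 when adjusted over the list alone. Above a ratio of 2 were 19 of the 54 and 0 in the control (odds ratio 2.94, one-sided Fisher's exact test, p = 0.000447, adjusted p = 0.00850). Of 19 lists this was the 1 past the threshold, and its adjusted p was 0.0651 without the first tet-LIN28B mouse, 0.128 for a ratio above 1.5 and 0.0511 for a ratio above 3 in the same exact test. By camera the difference from the control was positive (median log2 difference 0.50, adjusted p = 0.0402 with the preset correlation and adjusted p = 0.770 with an estimated correlation). The estimated correlation cannot decide, since the fit had 1 residual degree of freedom. For oxidative phosphorylation, Ndufb3, a subunit of complex I, was at 4.18 ± 0.658 (SD, n = 2), and Cox6a1, a subunit of cytochrome c oxidase, at 0.0633 ± 0.0156 (SD, n = 2). Of the 69 nuclear-encoded transcripts of this list that passed the filter, 22 were higher and 32 lower in the IP by limma, and 24 and 32 when adjusted over the list alone. Relative to the control, 20 were higher and 22 lower, with 21 and 22 when adjusted over the list alone. Above 2 were 13 of the 69 (odds ratio 1.20, one-sided Fisher's exact test, p = 0.328, adjusted p = 0.479). With the filter on the inputs only, 19 of 78 oxidative phosphorylation transcripts were higher and 27 lower than in the control, and 18 and 7 of 61 splicing factor transcripts.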

We conclude that the direct LIN28B mRNA regulon in the context of primary bone marrow B cell progenitor cells is dominated by transcripts implicated in universal biosynthetic pathways, which are shared across a wide range of cell types. In particular, our findings implicate the ribosome as a potential target for LIN28B regulation in B cell progenitors.

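Hsp90aa1, which encodes a cytosolic chaperone and lies on chromosome 12 of GRCm38 from 110690605 to 110702728, had an average IP/input ratio of 5.44 ± 1.24 (SD, n = 2), the highest of 39 chaperone transcripts. In this list 23 transcripts were higher and 6 lower in the IP by limma (23 and 6 when adjusted over the list alone), and 17 were higher and 1 lower relative to the control (17 and 1 when adjusted over the list alone). Eef1b2, a subunit of the elongation factor that reloads eEF1A, was at 4.56 ± 0.843 (SD, n = 2), and Eif5a, a translation factor, at 0.188 ± 0.0565 (SD, n = 2). Among 31 translation factors, 18 were higher and 5 lower in the IP (18 and 5 when adjusted over the list alone), while 13 were higher and 4 lower relative to the control (14 and 5 when adjusted over the list alone). Of 22 hnRNP transcripts 11 were higher and 2 lower than in the control, of 35 proteasome transcripts 12 and 3, of 30 non-ribosomal TOP mRNAs and snoRNA host genes 12 and 0, and of 14 mRNA export transcripts 5 and 0. Of 15 small subunit biogenesis factors 5 were higher and 2 lower, of 21 transcripts translated at the ER 6 and 4, of 29 cell cycle transcripts 10 and 5, and of 35 mitochondrial ribosomal protein transcripts 7 and 10. Adjusted over the list alone, these counts were 12 and 2, 12 and 3, 12 and 0, 5 and 0, 5 and 2, 7 and 4, 10 and 6, and 7 and 10 in the same order. Vpreb3, a chaperone of pre-BCR assembly, and Cd79b, a signalling chain of the receptor, were at 0.0601 ± 0.0139 and 0.0898 ± 0.0131 (SD, n = 2). Of 23 transcripts of B cell progenitor identity, 6 were higher and 12 lower than in the control, and 6 and 12 when adjusted over the list alone. The filter also asks for 50 FPKM in the tet-LIN28B IPs and so removes members that are low there. With 50 FPKM asked of the inputs only, 7 of 57 mitochondrial ribosomal protein transcripts were higher and 22 lower than in the control, of 34 B cell progenitor transcripts 6 and 20, of 30 translated at the ER 4 and 6, of 35 cell cycle transcripts 8 and 7, of 37 translation factors 10 and 6, of 40 proteasome transcripts 11 and 5, of 23 hnRNP transcripts 7 and 2, and of 18 mRNA export transcripts 5 and 2. Camera with the preset correlation gave positive shifts for chaperones, TOP mRNAs and hnRNP transcripts (adjusted p = 0.0402, 0.0438 and 0.0460) and a negative one for the B cell progenitor list (adjusted p = 0.0438). With an estimated correlation the adjusted p was 0.770 for each, which cannot decide with 1 residual degree of freedom. From the transcripts above 2 and their GO terms, the paper concludes that transcripts of universal biosynthetic pathways dominate the LIN28B regulon in B cell progenitors, and it proposes the ribosome as a target.

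**Figure D1:**
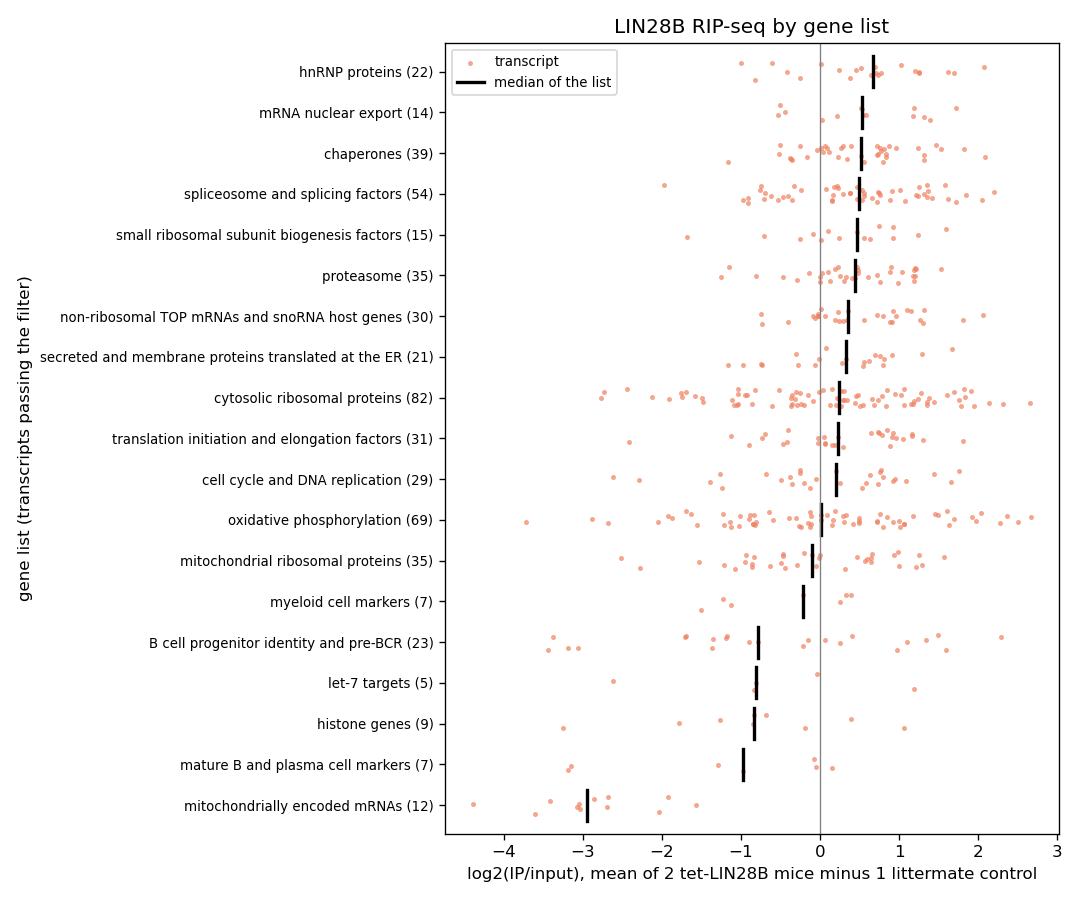
Log2 IP/input ratio in tet-LIN28B mice (mean, n = 2) minus that in the littermate control (n = 1) on the horizontal axis, for each transcript passing the filter (points) of 19 gene lists, with the list median as a black bar and the number of transcripts in brackets. Medians run from -2.95 for mitochondrially encoded mRNAs to 0.67 for hnRNP transcripts, and the points of most lists lie on both sides of 0.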

### LIN28B enhances protein synthesis in the small Pre-B and Imm-B stages of B cell development

LIN28B bound mRNA targets have been linked to both translational increase and decrease in a context dependent manner (22–24, 27, 31, 39). In the case of ribosomal protein transcripts, enhanced protein translation was shown by SILAC (stable isotope labeling using amino acid in cell culture) metabolic labeling (22) as well as polysome profiling (31). To assess ribosomal protein levels during B cell development, we performed western blot analysis on sorted B cell precursors from tet-LIN28B and control mice following 10 days of Dox induction *in vivo* (**Supplemental Figure 2A**). We selected RPL36, RPL23 and RPS9 from the RIP-seq enriched transcript list and found increased protein expression upon LIN28B induction in the Pro-B and large Pre-B subsets (**Figures 2A, B**). 

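Of the transcripts named for western blot, Rpl23, which encodes a large subunit protein at chromosome 11 of GRCm38 from 97777527 to 97782437, had an average IP/input ratio of 4.72 ± 0.0359 (SD, n = 2) in the cultured tet-LIN28B cells and of 1.08 in the control. Rps9, a small subunit protein at chromosome 7 from 3703993 to 3706897, was at 4.08 ± 0.490 (SD, n = 2) and 1.138. Both were higher than in the control, by 2.13 and 1.84 on the log2 scale (standard errors 0.40 and 0.42, adjusted p = 1.13e-06 and 8.40e-05 from limma). Rpl36, at chromosome 17 from 56613416 to 56614243, was at 1.135 ± 0.175 (SD, n = 2) and 0.701. It passed the limma test neither against the input (adjusted p = 0.494) nor against the control (log2 difference 0.69, standard error 0.40, adjusted p = 0.149). The antibody table of the paper names RPL36a, and the log2 difference of Rpl36a from the control was 2.32 (standard error 0.40, adjusted p = 1.26e-07 from limma). Rpl36al, a copy of Rpl36a, had an average ratio of 2.35 ± 0.0284 (SD, n = 2). With FPKM times transcript length summed over a gene and all genes sharing a 50-mer with it, the log2 ratio of Rpl23 in tet-LIN28B mice was 1.32 in place of 2.24 and that of Rpl36a 2.46 in place of 2.49, while those of Rps9, Rpl36al and Rpl36 were 2.02, 1.23 and 0.17 with and without the sum. Input levels of these transcripts did not pass the limma test between tet-LIN28B mice and the control. Of 12576 genes 0 passed it, so this does not show equal levels. The log2 differences in input were 0.02 for Rpl23, 0.03 for Rps9, 0.004 for Rpl36a and -0.05 for Rpl36. Their standard errors were 0.16, 0.19, 0.17 and 0.18 in the same order.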

Differences were less apparent for the small Pre-B and Imm-B subsets (**Supplemental Figure 2B**), which have lower cellular protein content. Overall, these results are consistent with enhanced translation of LIN28B bound ribosomal protein encoding transcripts.

**Figure 2:**
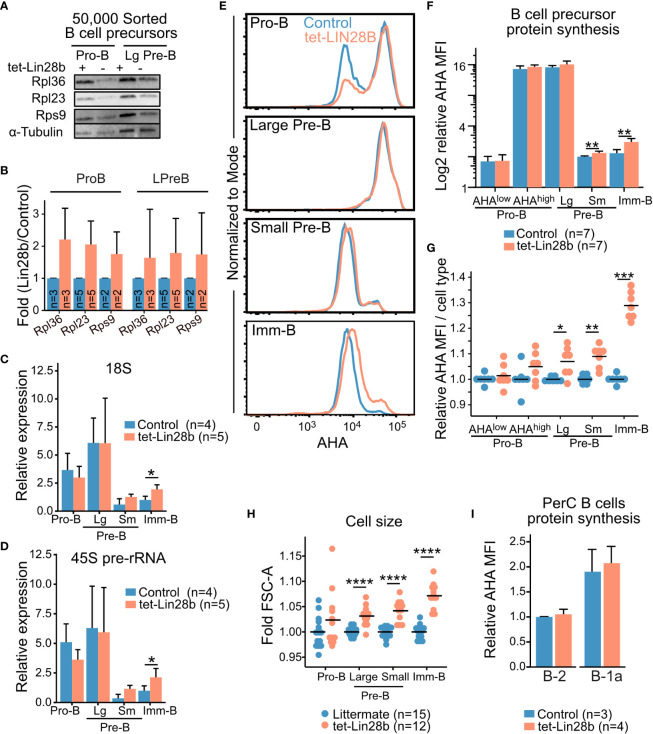
LIN28B enhances protein synthesis in small Pre-B and Imm-B cells **(A)** Representative western blot analysis for the indicated ribosomal proteins from 50,000 FACS sorted Pro-B and large Pre-B cells from adult tet-LIN28B or littermate control mice following 10 days of *in vivo* Dox induction. **(B)** Quantification of western blot data from 2-5 biological replicates and three separate experiments (See materials and methods). **(C, D)** qRT-PCR for 18S rRNA or 45S pre-rRNA from 50,000 FACS sorted adult B cell progenitors. Expression values were normalized relative to the littermate control Imm-B cells. Large and small Pre-B cells are indicated as Lg and Sm respectively. **(E)** Representative FACS histogram overlays of L-Azidohomoalanine (AHA) uptake, corresponding to their protein synthesis rates, in the indicated subsets from adult mice. **(F, G)** AHA median fluorescence intensity (MFI) for indicated BM B cell precursor stage as shown in **(E)**. **(F)** Data is presented as relative values to one control small Pre-B cell subset for each experiment. **(G)** Data is normalized per cell type to one control sample for each experiment. **(H)** Measurement of FSC-A MFI. Data is normalized per cell type to one control sample for each experiment. **(I)** AHA MFI for the indicated, peritoneal cavity (PerC) B cell subsets, plotted relative to control B-2 values. Wilcox test was used to calculate p-values **B–D**, **F**, **I**. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Bars show mean, error bars show standard deviation.

Given this increase in ribosomal proteins, we expected a corresponding increase in overall ribosomal content upon tet-LIN28B induction. To this end, we measured the 18S rRNAs by qRT-PCR of FACS sorted B cell precursors. To our surprise, Pro and large-Pre-B cells did not exhibit any LIN28B dependent increase in 18S levels. Instead, ribosomal content first began to increase in a LIN28B dependent manner in the quiescent small Pre-B cell stage and reached statistical significance in Imm-B cells (**Figure 2C**). Additional analysis of the 45S precursor rRNA showed the same trend (**Figure 2D**). Thus, an increase in ribosome biogenesis takes place subsequent to the observed increase in ribosomal protein expression during LIN28B induced B cell development. To evaluate whether this observation correlated with changes in global protein synthesis rates, we measured newly synthesized proteins in freshly isolated B cell precursors using metabolic labelling with the methionine analog L-azidohomoalanine (AHA) (40). As expected, FACS readout of AHA uptake from Dox induced control and tet-LIN28B mice showed highly dynamic protein synthesis levels during B cell development that peaks in the large Pre-B cell subset (**Figure 2E**). Pro-B cells exhibited a bimodal profile with respect to protein synthesis that correlated with cell size (AHA^high^ or AHA^low^, **Supplemental Figure 2C**). Although there was a tendency towards an increased frequency of AHA^high^ Pro-B cell in tet-LIN28B induced mice, the changes were not statistically significant (**Figures 2F, G**; **Supplemental Figures 2C, D**). tet-LIN28B induction increased global protein synthesis was first observed as cells transitioned from the large to the small Pre-B stage and peaked in the Imm-B cell stage (**Figures 2F, G**), mirroring the observed effects on ribosome biogenesis. This was accompanied by increased cell size as measured by FACS (FSC-A) (**Figure 2H**), and a moderate increase in the fraction of proliferating cells within the Imm-B subset (**Supplemental Figure 2E**). These findings are consistent with elevated protein synthesis boosting biomass accumulation and cell cycle entry following the pre-BCR checkpoint. Interestingly, analysis of mature B cells showed that protein synthesis in peritoneal cavity B-1 and B-2 cells were not affected by ectopic LIN28B (**Figure 2I**). Taken together, we conclude that LIN28B enhances ribosome content and global protein synthesis levels specifically during the later stages of bone marrow B cell development.

### Lin28B augments protein synthesis during IL-7 independent B cell maturation

We sought to understand the stage dependent effects of LIN28B expression on protein synthesis by considering the signals that control dynamic changes in cellular metabolism and biosynthesis during B cell development. We have previously shown that Lin28B enhances the output of CD5+ Imm-B cells, and that CD5 levels correspond to BCR self-reactivity (19). To assess whether enhanced protein synthesis in Imm-B cells is linked to higher signaling levels through the newly selected BCR we compared CD5 expression with AHA uptake by tet-LIN28B induced Imm-B cells. Indeed, we observed a positive correlation between the two readouts suggesting that enhanced protein synthesis is dictated by BCR signaling strength (**Figures 3A, B**). To strengthen this interpretation, we confirmed that CD5+ Imm-B cells correspond to those with the highest level of Nur77-GFP reporter expression (**Figures 3C, D**; **Supplemental Figure 3**), a well-established measurement of antigen receptor stimulation in mice (41, 42). Interestingly, the percentage of CD5+ Nur77-GFP+ cells was already enhanced in tet-LIN28B induced small Pre-B cells where a ~10% increase in protein synthesis was observed (**Figure 2F**), although the overall MFI was much lower compared to the Imm-B cells. Taken together, our data show that LIN28B induced protein synthesis precedes the positive selection of CD5+ Imm-B cells and is in line with its permissive effect on the developmental progression from the Pre-B cell stage onwards.

**Figure 3:**
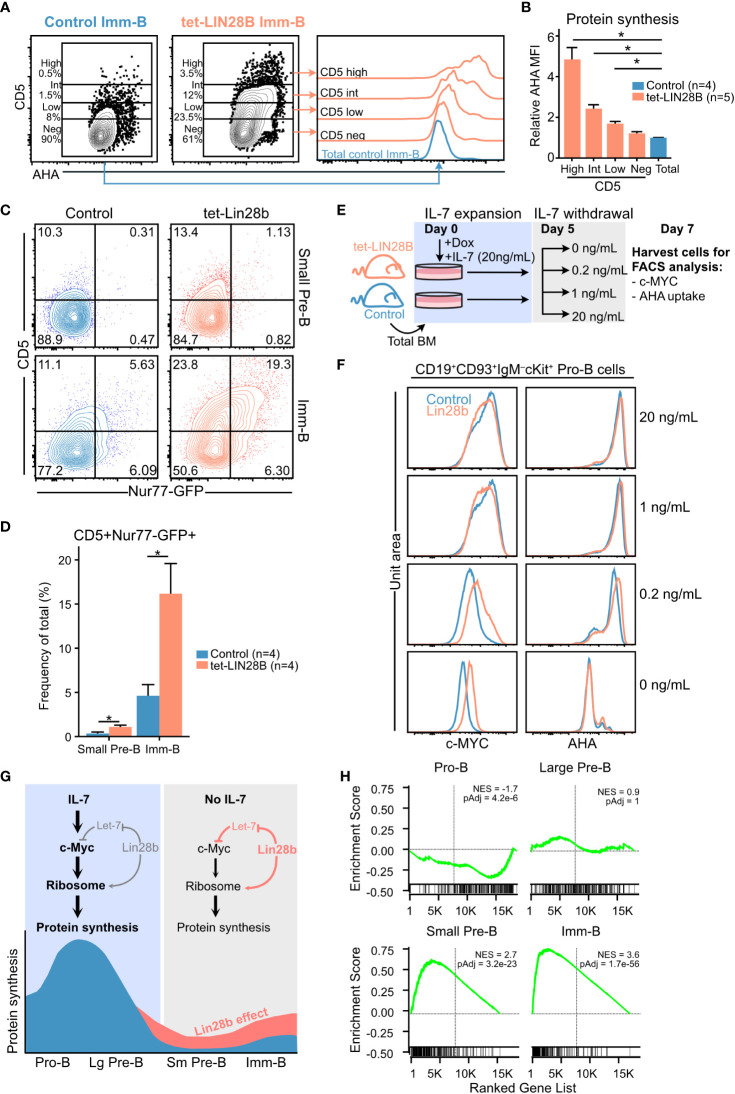
Interrogating the stage dependent effects of LIN28B on protein synthesis during B cell development **(A)** (Left) Representative FACS plots showing CD5 expression in adult Imm-B cells from the indicated genotypes and (right) corresponding AHA uptake of the indicated subsets. **(B)** AHA MFI within individual CD5 slices, after normalization to AHA MFI in littermate control Imm-B cells. Wilcox test was used to calculate p-values in **(B)** **p<0.01. Bars show mean ± standard deviation. **(C)** Representative FACS plot showing CD5 surface expression against Nur77-GFP levels for adult small Pre-B and Imm-B cells of the indicated genotypes. **(D)** Quantification of CD5+Nur77-GFP+ cells, as shown in **(C)** Data from four mice per genotype and two separate experiments. **(E)** Experimental setup for measuring the impact of IL-7 availability on sensitivity to LIN28B mediated effects on Pro-B cells. Following 5 days of expanding adult B cell precursors in 20 ng/mL IL-7, the cultures were split into conditions with decreasing concentrations of IL-7. Two days later, the cultures were analyzed by FACS for intracellular c-MYC and AHA uptake. **(F)** Representative FACS histograms for the indicated IL-7 conditions show intracellular staining for c-MYC (left) and AHA uptake (right) in Pro-B cells. **(G)** Schematic illustration of the proposed LIN28B mode of action on protein synthesis during B cell development. **(H)** Gene set enrichment analysis (GSEA) of differentially expressed genes between tet-LIN28B induced and control B cell precursor subsets as identified by RNAseq (See methods). Vertical line indicates Zero cross point. Enrichment for c-MYC target signature version 1 (Hallmark catalog, molecular signature database) is shown. Wilcox test was used to calculate p-values in **(B, D)** *p<0.05. Bars show mean standard deviation.

The lack of LIN28B induced effects on protein synthesis in Pro-B cells was puzzling given the *Lin28b* dependent increase in ribosomal protein expression at this stage (**Figure 2A**). Considering that both IL-7 and LIN28B can act through elevating c-MYC expression, and that the c-MYC transcriptional program is a critical driver of cellular protein synthesis (2, 43), we hypothesized that potent IL-7 signaling might mask any LIN28B mediated effects on the c-MYC/protein synthesis axis in Pro-B cells. To test this, we assessed LIN28B induced protein synthesis in Pro-B cells following IL-7 withdrawal *ex vivo*. B cell precursors were expanded from control and tet-LIN28B adult bone marrow under saturating IL-7 conditions for five days, before culturing under limiting doses of IL-7 (**Figure 3E**) as previously described (3). Two days following IL-7 withdrawal, cells were harvested and FACS analyzed for LIN28B-dependent effects on c-MYC expression and global protein synthesis. Interestingly, although overall c-MYC and protein synthesis levels of Pro-B cells decreased upon IL-7 withdrawal, the decrease was partially alleviated by tet-LIN28B induction (**Figure 3F** left). A similar trend was observed for protein synthesis (**Figure 3F** right) at limiting IL-7 concentrations. Thus, LIN28B has the capacity to enhance the c-MYC/protein synthesis axis in Pro-B cells, but only under limiting IL-7 availability. Taken together, our results provide a likely explanation to the stage dependent effects of LIN28B expression on protein synthesis during B cell development (**Figure 3G**). In Imm-B cells, enhanced protein synthesis is linked to the increased signaling strength of BCR specificities licensed by LIN28B expression. Prior to the Imm-B cell stage, effects on protein synthesis is dictated by IL-7 responsiveness. During the Pro-B cell stage, potent IL-7 mediated protein synthesis masks the milder effects by LIN28B which become apparent upon entry into the small Pre-B cell stage whereby IL-7Ra expression is fully silenced. This scenario is supported by RNAseq data from sorted B cell precursor subsets from tet-LIN28B and control adult bone marrow, which showed a LIN28B induced increase in c-MYC target genes specifically upon entry into the small Pre-B cell stage (**Figure 3H**). Taken together, our results suggest a critical role for LIN28B in the small Pre-B cell stage as cells loose IL-7 responsiveness and point toward a key role for c-MYC in LIN28B induced protein synthesis.

### Elevated protein synthesis is a hallmark of neonatal B cell development

Endogenous LIN28B expression is developmentally restricted. FACS analysis of LIN28B-eGFP reporter mice (34) captured its window of expression as eGFP gradually diminished to background levels after postnatal day 10 in B cell precursors and postnatal day 19 in hematopoietic stem and progenitor cells (HSPCs) (**Figure 4A**). This time-window correlates with the output of B-1a cells which ceases between day 10 and day 19 during unperturbed hematopoiesis (44). During the same window, protein synthesis in neonatal bone marrow small Pre-B and Imm-B cells was elevated compared to the adult (**Figure 4B**). This was dependent on endogenous *Lin28b*, as 3-day-old KO neonates had a significantly lower rate of protein synthesis and decreased cell size during the small Pre-B and Imm-B cell stages (**Figures 4C, D**). These defects were primarily qualitative and not accompanied by changes in subset frequency (**Figure 4E**). We conclude that *Lin28b* dependent increases in protein synthesis during the small Pre-B and Imm-B cell stages represent a hallmark of early life B cell development.

**Figure 4:**
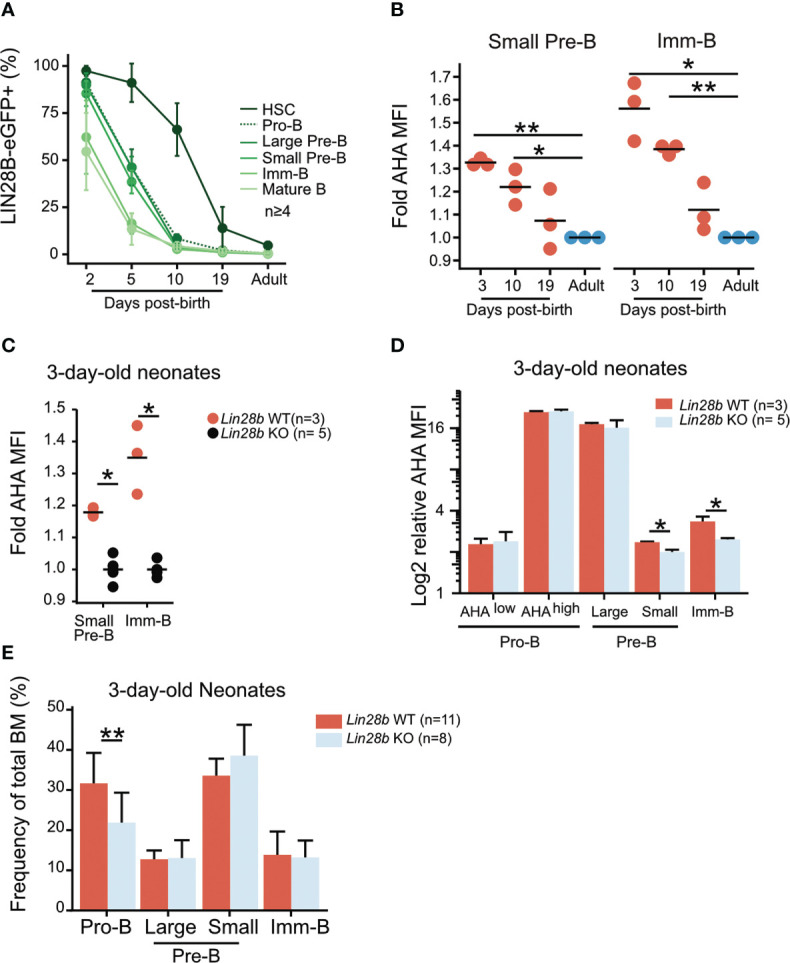
Elevated protein synthesis during neonatal B cell development is dependent on LIN28B. **(A)** Analysis of BM hematopoietic stem cells (HSCs: Lineage–, Sca1+, cKit+, CD150+, CD48–, FLT3+) and B cell precursors from *Lin28b*-eGFP mice at the indicated ages. The average frequency and standard deviation of *Lin28b*-eGFP positive cells is shown for each time point. **(B)** AHA MFI from *Lin28b*-WT neonates at the indicated ages are plotted relative to the uptake in WT adult control mice for each subset. **(C)** AHA MFI in 3-day-old neonates of the indicated genotypes. Values are normalized within each experiment to one *Lin28b* KO neonate per cell type. **(D)** Same as in C but normalized to one *Lin28b* KO small Pre-B cell sample within each experiment. **(E)** Frequency of BM B cell precursors in 3-day-old neonates. T-test was used to calculate p-values in B, Wilcox test was used to calculate p-values in C-E. **p<0.001, *p<0.05. Bars show mean standard deviation.

### Neonatal B cell development relies on a heightened level of protein synthesis

To investigate the importance of elevated protein synthesis for neonatal B cell development, we took advantage of the ribosomal protein hypomorphic *Rpl24^WT/Bst^* mouse model. This model carries a mutation that disrupts *Rpl24* mRNA splicing and protein expression (45). The resulting defect in ribosome biogenesis causes a moderate reduction in overall cellular protein synthesis which has no apparent impact on normal adult B cell development (40), but can diminish Eμ-MYC driven B lymphomagenesis known to be ‘addicted’ to heightened ribosomal function (46). Neonatal B cell development has not previously been examined in *Rpl24^WT/Bst^* mice. Given our findings of higher protein synthesis rates, we hypothesized that neonatal B cell development would be more sensitive to constraints in protein synthesis capacity (**Figure 5A**). Indeed, analysis of *Rpl24^WT/Bst^* bone marrow revealed a decrease in the overall CD19+ B cell frequency on postnatal day 3 and day 10 that was resolved by day 19 (**Figure 5B**). This translated into a concomitant decrease in the frequency of B cell precursor subsets in the bone marrow of *Rpl24^WT/Bst^* neonates (**Figure 5C**) and a time-limited decrease in the frequency of mature B cells in both the spleen (**Figure 5D**) and the peritoneal cavity of neonatal mice (**Figure 5E**). Thus, neonatal B cell development is more sensitive to constrained protein synthesis with signs of ribosome ‘addiction’. To verify that these effects are cell intrinsic during B cell development, we performed competitive transplantations of neonatal *Rpl24^WT/Bst^* or littermate bone marrow HSPCs into lethally irradiated congenic recipients (**Figure 5F**). Analysis of donor versus competitor reconstitution of recipient PerC B cells at 14 weeks post-transplantation showed a selective decrease in B-1a cells from *Rpl24^WT/Bst^* donors. In contrast, contribution to the B-2 compartment, which relies on continuous HSPC dependent influx, was comparable between the *Rpl24^WT/Bst^* and wildtype donor HSPCs (**Figure 5G**). Taken together, these findings demonstrate that neonatal B cell output is selectively sensitive to reduced protein synthesis in a cell intrinsic manner.

**Figure 5:**
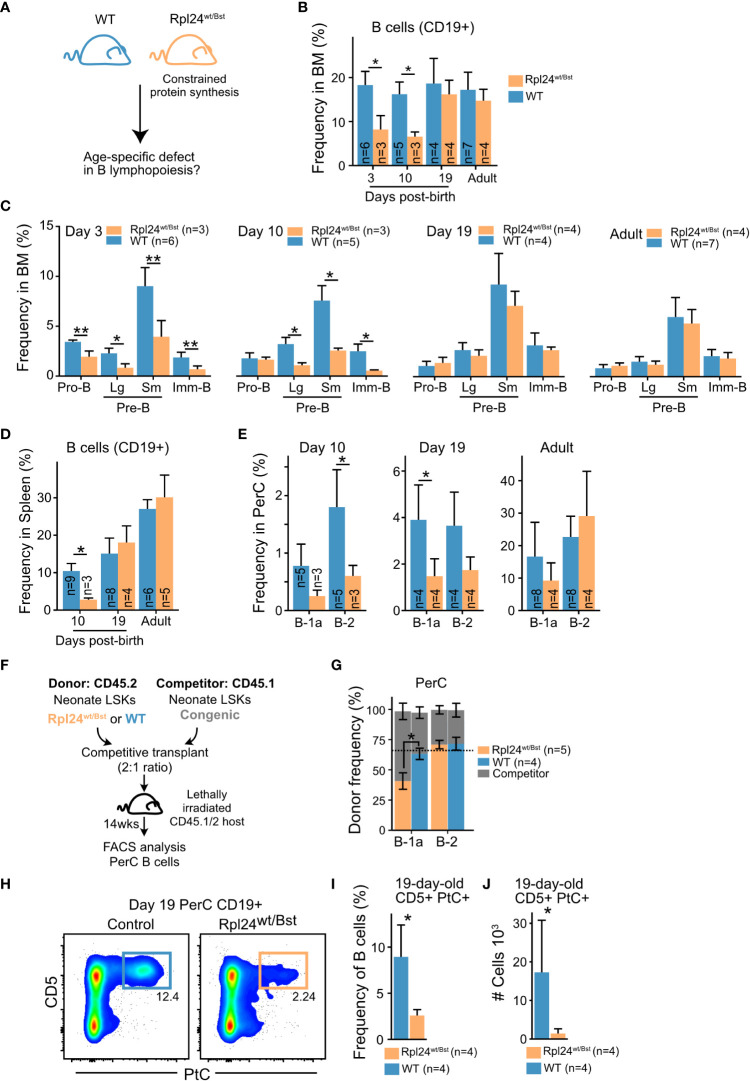
Neonatal B cell development relies on enhanced protein synthesis **(A)** *Rpl24^wt/Bst^* and wildtype littermates were analyzed by FACS at different ages for phenotypic differences during BM B cell development. **(B)** Frequency of CD19+ B cells out of total BM cells at the indicated ages. **(C)** BM B cell precursor subset frequencies at the indicated ages presented as percent of total BM cells. **(D)** Frequency of splenic CD19+ B cells out of total splenocytes at the indicated ages. **(E)** Mature PerC B-1a and B-2 cell frequencies out of total PerC cells at the indicated ages. **(F)** Experimental overview for assessment of cell intrinsic defect of the *Rpl24^wt/Bst^* mutation. Lineage–, Sca1+, cKit+ (LSK) hematopoietic stem and progenitor cells (HSPCs) from 10-day-old donor and competitor mice of the indicated genotypes were sorted and transplanted into lethally irradiated recipients. 13-14 weeks later, the steady state donor and competitor derived mature PerC B cells were analyzed to assess B-1a and B-2 cell output. **(G)** CD19+ PerC B cells of the indicated subsets were compared for donor versus competitor contribution. The expected frequency based on donor: competitor ratio is indicated by the dashed line. **(H)** Representative FACS plots showing the frequency of CD5+ PtC-liposome reactive B cells in 19-day old littermates. **(I)** CD5+PtC+ frequency out of PerC CD19+ B cells in 19-day-old mice. **(J)** Absolute number of CD5+PtC+ B cells in PerC in 19-day-old mice. Wilcox test was used to calculate p-values. *p<0.05, **p<0.01. Bars show mean ± standard deviation.

The B-1a cell subset is enriched for the VH11 and VH12 encoded reactivity against the self-membrane component phosphatidyl choline (PtC) known to originate early in life. To investigate the qualitative impact of constrained protein synthesis on B-1a cell composition, we analyzed the frequency and absolute number of PtC reactive B-1a cells in 19-day-old Rpl24*^WT/Bst^* mice using fluorescently labelled PtC liposomes. This timepoint was selected to minimize influence by peripheral homeostatic expansion (47). Indeed, FACS analysis revealed a dramatic decrease in the frequency and absolute number of PtC reactive B cells in the peritoneal cavity of *Rpl24^WT/Bst^* neonates (**Figures 5H–J**). We therefore conclude that elevated protein synthesis is a central distinguishing parameter of neonatal B lymphopoiesis that potentiates the output of CD5+ B-1a cells carrying self-reactive BCRs.

## Discussion

In this study, we identified a role for cellular protein synthesis in regulating the unique aspects of early-life B cell development including the time restricted output of self-reactive B-1a cells. Elevated protein synthesis was a defining feature of neonatal B cell development that was mediated at least in part by the endogenous expression of the heterochronic RNA-binding protein LIN28B. As the expression of LIN28B naturally waned during the first weeks of life, protein synthesis became reduced, and ectopic LIN28B expression in the adult was sufficient to recapitulate elevated protein synthesis small Pre- and Imm-B cells. Consistent with previous reports in other cell types, we showed that LIN28B directly bound to ribosomal protein transcripts in primary B cell precursors, correlating with their enhanced protein expression. Furthermore, an increase in ribosomal biogenesis and protein synthesis coincided with LIN28B induced c-MYC expression in the quiescent small Pre- and Imm-B cell stages. Finally, using *Rpl24^WT/Bst^* mice as a model for constrained protein synthesis capacity, we showed that neonatal B cell development relied on heightened protein synthesis levels – a hallmark of elevated c-MYC activity. The precise extent and mechanism by which LIN28B cooperates with c-MYC to promote cellular protein synthesis was not disentangled in this study. One likely possibility is that LIN28B may post-transcriptionally act on a c-MYC induced transcriptome to facilitate downstream translation, biomass accumulation and B cell developmental progression.

Protein synthesis is the most energy consuming biosynthetic process in the cell and subject to the constraints imposed by hundreds of components required for ribosome assembly (48). Indeed, protein synthesis rates give an accurate account of the overall cellular metabolism (49). And yet, its ability to control the development and function of immune cells that require rapid expansion and contraction of cellular growth has been an under-explored subject of investigation. Our results using AHA metabolic labelling to measure protein synthesis confirmed dynamic changes in cellular metabolism that underly proliferative bursts following successful BCR checkpoints (1). Importantly, we demonstrated the ability of LIN28B to partially alleviate the biggest drop in protein synthesis upon entry into the small Pre-B cell stage. The restricted metabolism of small Pre-B cells was previously implicated as a mechanism to safeguard the central tolerance checkpoint through enforcing nutrient stress and negative selection upon strong BCR engagement (5). This notion is highly compatible with our observation that LIN28B promoted protein synthesis to augment the output of self-reactive CD5+ B-1 cells early in life. The latter is a hallmark of early life B lymphopoiesis and offers an attractive explanation to the long-known prevalence of self-reactive specificities in neonatal mice and men (7, 50). Our previous findings made clear that LIN28B supports enhanced BCR signaling strength in the Imm-B cell stage (19). Here we report that elevated CD5 and Nur77 expression is visible already in the small pre-B cell stage upon tet-LIN28B induction, suggesting that pre-BCR signaling strength may also be influenced by LIN28B. Consistent with this notion, elevated protein synthesis and cell size is noticeable already in tet-LIN28B large Pre-B cells. Taken together, we propose that the relatively mild increase in protein synthesis mediated by LIN28B provides sufficient relaxation of the metabolic constraints during B cell maturation to qualitatively alter the BCR repertoire output.

In Pro-B cells, IL-7 signaling and downstream mTORC1 activation is the principal driver of c-MYC expression and acts to promote biomass accumulation and proliferation (2). In this study, we showed that both IL-7 signaling and LIN28B expression act on the c-MYC/protein synthesis axis to promote developmental progression during B cell development and that the powerful effects of IL-7 rendered LIN28B function redundant in Pro-B cells. This finding is relevant in the context of understanding the ontogenic differences in IL-7 dependency during B lymphopoiesis. It well-established that the strict requirement for IL-7 mediated signaling, which is characteristic of adult murine B lymphopoiesis, does not apply during fetal and neonatal life (6). We have previously demonstrated that LIN28B over-expression during adult hematopoiesis is sufficient to phenocopy fetal-like behavior by circumventing strict IL-7 dependency (13). Here, our findings that LIN28B partially cushions the impact of IL-7 withdrawal through promoting the shared downstream c-MYC/protein synthesis axis may offer an explanation to the lessened reliance on IL-7 during early life B lymphopoiesis (6).

The RIP-seq experiment presented in this study led us to identify changes in protein synthesis levels as a distinguishing parameter between neonatal and adult B cell development. However, the experiment has several limitations. First, the LIN28B interactome in IL-7 expanded bone marrow Pro-B cell cultures may not exactly reflect that in primary small Pre-B cells. Unfortunately, the amount of material needed for RIPseq is not feasible to obtain from quiescent small Pre-B cells, and data extrapolation should be made with caution. Second, the low number of biological replicates of this experiment prevents statistical analysis and limits the number of enriched transcripts identified. Nevertheless, since our data did detect the same top gene ontology terms as previous datasets from other tissues, they serve as confirmatory evidence in the context of B cell precursors. A recent LIN28B interactome study in hematopoietic progenitors expressing the oncogenic fusion protein MLL-ENL identified both Rps9 and Rpl23 transcripts as direct targets of LIN28B, offering further support to our findings in the hematopoietic system (39). Despite these limitations, our approach resulted in the identification of a relevant regulatory axis for early-life B lymphopoiesis. In the context of neonatal immunity, we and others have previously demonstrated that neonatal antigen exposure produces unique B cell memory clones not generated by adult mice immunized with the same antigen (44, 51). Our current findings that enhanced protein synthesis quantitatively and qualitatively alters neonatal B cell output implicates ribosomal control in the formation of a unique pre-immune repertoire in neonatal mice and has important implications for the layered formation of a complex adaptive immune system (52–54).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article.

## Ethics statement

The animal study was reviewed and approved by Swedish board of agriculture.

## Author contributions

Study was conceptualized by HÅ and JY. Experiments were performed by HÅ, GM, EB, StiV and KO. Critical experimental direction was provided by SteV, MC and CB. EB provided critical input into the overall development the study. Manuscript was written by HÅ and JY. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

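RNA bound by FLAG-tagged LIN28B was measured in the input and the IP of 2 tet-LIN28B mice and 1 littermate control. The authors aligned reads to mm10 with STAR 2.7.1 and quantified genes with RSEM 1.28, and the deposited values are FPKM. FPKM carry no counts, so the depth per library is unknown and no counting interval is given. Samples were assigned to fraction, genotype and mouse from their titles and from the column names of the deposited values. No pair of the 15 pairs of libraries held identical values.

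The deposited values were read with R 4.3.3 and Python 3.11.15. Genes at 50 FPKM or more in the 4 tet-LIN28B libraries were kept, as the paper's methods describe. The ratio of IP to input was averaged over both mice, with a threshold of 2. For tests, log2((IP + 1)/(input + 1)) of each mouse was fitted with limma 3.58.1, genotype as the factor, and moderated with a trend on mean expression. The mouse is a block through the ratio: between both tet-LIN28B mice, the differences in input and in IP correlated at 0.479 across genes. The mean of the tet-LIN28B mice was tested against 0 and against the control, with Benjamini-Hochberg adjustment and a threshold of 0.05. Input levels were compared with limma on log2(FPKM + 1) for genes with a mean input of at least 1 FPKM.

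The 24 gene lists were written by hand from textbook knowledge before the deposited values were examined, but after Supplemental Table S2 had been seen. They cover cytosolic and mitochondrial ribosomal proteins, translation factors, oxidative phosphorylation, splicing, hnRNP proteins, mRNA export, small subunit biogenesis, the proteasome, chaperones, TOP mRNAs and snoRNA host genes, the cell cycle, B cell progenitor identity, let-7 targets, mitochondrially encoded mRNAs, histones, proteins translated at the ER, and markers of other cells, and 1 list is not reported here. The 19 lists with at least 5 genes passing the filter were tested with a one-sided Fisher's exact test against the other kept genes, and with camera at a preset correlation of 0.01 and at an estimated one. Medians were set against 10000 random lists matched on input FPKM (seed 1). Gene positions, lengths and sequences are those of GENCODE M21, which matched all but 1 of the kept genes to a single model. The release the authors used is not given in the sources used here.

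Genes named in the text were chosen by a rule written in advance: those the paper names, the 10 largest rises and falls against the control, the 2 highest and 2 lowest members of each list, and for the inputs the 10 largest rises and falls. Values of the 238 genes in Supplemental Table S2 had been seen when it was written. Odc1, Rpl8, Trbc2, Pecam1, mt-Rnr1, mt-Rnr2, mt-Nd4l and mt-Ts1 fall outside this rule and were chosen after their values were seen. Rpl36al was fixed in advance as a copy of Rpl36a.

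On simulated data for 1460 genes with 200 changed, 97% of changes of 1 on the log2 scale and 100% of changes of 2 were recovered for IP against input, and 71% and 99% for tet-LIN28B minus control, when the spread was as fitted. When the spread differed between genes, 83% and 100%, and 8% and 85%, were recovered. For the inputs (12576 genes), 24% of changes of 1 and 90% of changes of 3 were recovered, with 18 unchanged genes called. The inputs were not simulated with a spread differing between genes. In the data 0 genes passed, and H19 with a log2 difference of 3.45 was not called, so these shares may overstate the recovery.

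Alternatives set before the deposited values were examined changed the filter, the pseudocount, the scaling, the threshold, the kind of average, the gene models, the trend, the replicate block and the correlation between genes, and left out each tet-LIN28B mouse. The restriction of the input comparison to protein-coding genes and H19 was added later. Left out were the western blots, flow cytometry, AHA labelling and the comparison with published LIN28B targets, which were not analysed here, and GO terms, for which the gene lists stand in.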

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

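Of the tests on explanations here, those on the mitochondrially encoded mRNAs, on stromal cells and on single mice were chosen after the values had been seen, and the test on scaling of H19 before.

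A difference between tet-LIN28B mice and the control flagged the 339 genes with a higher and the 324 genes with a lower IP/input ratio by limma. The same difference flagged 7 gene lists by camera. Higher than in the control were spliceosome and splicing factors (median log2 difference 0.50), hnRNP proteins (0.67), chaperones (0.51), and non-ribosomal TOP mRNAs and snoRNA host genes (0.35). Lower were B cell progenitor transcripts (-0.78), mitochondrially encoded mRNAs (-2.95) and mature B and plasma cell markers (-0.98). With an estimated correlation the adjusted p from camera was 0.770 for all 7. That setting cannot decide, since the fit had 1 residual degree of freedom. Even the mitochondrially encoded mRNAs, with 12 of 12 lower, had an unadjusted p = 0.148 there, against 1.15e-19 with the preset correlation (camera). Only the mitochondrially encoded mRNAs passed without the replicate block (adjusted p = 2.42e-08). Of the 7 mature B and plasma cell markers that passed the filter, 4 were lower and 0 higher by limma, and 7 of 10 were lower and 0 higher with the filter on the inputs only. Signal in data the paper did not analyse flagged H19, whose input level was higher in tet-LIN28B mice by 3.45 on the log2 scale.

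Of 13 mitochondrially encoded mRNAs, 12 passed the filter. These were lower in the IP than in the input of both tet-LIN28B mice (median log2 ratio -4.27) and in the control (-1.38). By limma, 12 of 12 were lower than in the control. The 13th, mt-Nd4l, chosen after its values were seen, fell from 70.96 to 18.05 FPKM in the first tet-LIN28B mouse. It fell from 38.35 to 13.79 in the other and from 80.94 to 21.47 in the control, about as far. Loss of mitochondria to the same extent in each IP would leave no difference from the control, and the median difference was -2.95 with an SD of 0.77 over the 12. A fixed sum of FPKM would move all genes alike, and the 12 lay below the median of all genes by a difference of -3.02. The compartment stays open, since mRNAs inside mitochondria may be out of reach of LIN28B in intact cells, and so does a fall of background RNA in an IP that holds more bound RNA: the median of the 69 nuclear-encoded oxidative phosphorylation transcripts lay above theirs by 2.96 (SD 1.34), but with 20 of these higher and 22 lower than in the control this does not decide. Nuclear-encoded transcripts also fell as far, among them Cox6a1 (-3.72), Vpreb3 (-3.44) and Pfn1 (-3.43). Of 1446 nuclear-encoded genes, 1337 lay above the highest of the 12. The 2 mitochondrial rRNAs, chosen after their values were seen, lay on opposite sides of the control. For mt-Rnr1 the difference was 0.76. It went from 2630 FPKM in the input to 2782 in the IP of the first tet-LIN28B mouse. It went from 2405 to 1130 in the other mouse and from 1718 to 712 in the control. In the same order, mt-Rnr2 fell from 25116 to 3237, from 18637 to 2553 and from 14288 to 5165 FPKM. For both rRNAs together, the IP/input ratio of their share of FPKM was 0.227, 0.194 and 0.444.

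H19, a noncoding RNA of fetal tissue and a listed let-7 target on chromosome 7 of GRCm38 from 142575529 to 142578143, was at 290 and 354 FPKM in the tet-LIN28B inputs and 28.5 FPKM in the control input. With values centred on the median of each library the difference was 3.45, so scaling does not account for it. Stromal cells, a possible explanation, would bring their abundant transcripts, and of 17 stromal markers 5 were higher in both tet-LIN28B inputs than in the control, with 0.82 FPKM as their highest value, although folds so near the floor cannot be judged. The marker Pecam1, which blood cells also express and which was chosen after its values were seen, reached 10.8 FPKM and was higher in the control. With 1 control, a difference between single mice cannot be told apart from an effect of LIN28B, whatever the p-value. The adjusted p of H19 was 0.169 by limma (1.7e-05 to 0.419 over the alternatives), and it does not bear on this question.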

How the results depend on the processing

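Leaving out a tet-LIN28B mouse leaves limma no residual degree of freedom, so no limma or camera value exists for that setting. Scaling to TPM cannot move a Pearson correlation of ratios. Of the values answering a comparison, 175 kept their direction and side of the threshold, moved by less than their spread or, for counts, stayed within 1.5 times the main count, and the exceptions follow. For each the cause was not tested, except that weaker filters test more genes. At 50 FPKM in the inputs only, r between mice was 0.940, 1041 genes were lower in the IP, 681 were lower than in the control, 5 lists were above chance among the enriched transcripts, and camera gave 8 higher lists both for tet-LIN28B and for the difference. At 10 FPKM in the 4 tet-LIN28B libraries, r was 0.896, and 594 transcripts were above 2, 93 of them also in the control. In the IP 1435 genes were higher and 1537 lower, and against the control 546 were higher and 980 lower. There 3 lists were above chance, and camera gave 6 lower lists for tet-LIN28B and 7 higher and 5 lower for the difference. At 1 FPKM these were r = 0.782, 1077, 254, 2202 and 3612, 588 and 2055, 5 lists, and 6, 8 and 5 lists. With values above 0 in the 6 libraries they were r = 0.183, 1843, 555, 2146 and 4415, 1446 genes lower than in the control, 3 lists, and camera gave 7 higher and 6 lower lists for tet-LIN28B and 10 higher and 5 lower for the difference. There the let-7 list reversed its direction (adjusted p = 0.0188). On the log2 scale r was 0.955. Above a ratio of 1.5 were 433 transcripts, 0 lists were above chance, and the ribosomal protein list reversed (p = 0.575, Fisher's exact test). Above 3 were 60 transcripts and 0 lists. With TPM scaling, 33 enriched transcripts were above 2 in the control, p for the ribosomal proteins was 0.0535, and their control log2 ratio was 0.0686 in place of -0.21. A ratio above 2 in both mice, or division by the control's ratio, gave 2 lists each in place of 1, and leave-one-out gave 0 to 1 list. Without the replicate block, 130 genes were higher and 125 lower than in the control, and camera gave 1 higher and 1 lower list for tet-LIN28B and 0 higher and 1 lower for the difference. An estimated correlation left 0 lists in either direction for both, which cannot decide with 1 residual degree of freedom. For the inputs, limma called 0 genes at an adjusted p under 0.05, with 279 higher and 401 lower at an unadjusted p under 0.05. The counts were 12 higher and 8 lower at a mean of 50 FPKM, 4 higher with values above 0, 4 higher with TPM, 18 and 14 with centred values, 3 and 2 without pseudogenes, 5 lower with a pseudocount of 10, and 2 higher with protein-coding genes and H19 only, which was chosen after seeing the data.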

Differences from the paper's values

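No value that the paper states in its text, and that was also computed, differed from the value here beyond the larger error or by more than 1.5 times. The filter left 1460 genes here, 1 more than the paper counts. The paper states that the enriched transcripts showed no trend in the control. Of the 238 transcripts, 220 did not exceed a control ratio of 2 and 18 did, and their median control ratio of 1.08 lay above that of all kept genes, 0.919. The paper takes RPL36 from its list of enriched transcripts. Rpl36 had an average ratio of 1.135 and is not in Supplemental Table S2, while Rpl23 and Rps9 are, and the antibody table names RPL36a. Figure 1D of the paper puts cytoplasmic translation first among its GO terms and splicing terms below it. In the list tests here, splicing factors had the lower p (0.000447 against 0.0177), with 19 of 54 transcripts above 2 against 21 of 82. The order of these 2 lists was the same in 12 of 14 alternatives, while ribosomal proteins had the lower p after division by the control's ratio (0.000907 against 0.00307) and for a ratio above 3 (0.00501 against 0.00538). The lists are not GO terms and the background was the kept genes. Fig. 1E labels Rps3a3, a processed pseudogene that was at 4.89 and 5.53 FPKM in the tet-LIN28B inputs, below the filter. In Fig. 1B, Hnrnpm lies with its axes exchanged relative to the column names here, which give 8.75 for the first mouse and 5.49 for the other.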

Other observations

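The tests on length and base content and on GGAG were chosen after the result had been seen. The test on shared sequence was set before its result. The test on such sums over a gene and its copies was added only after the result of the test on shared sequence was known, although before its own.

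Igkc and Iglc1, constant regions of the immunoglobulin light chains, were at 0.0612 ± 0.0204 and 0.0653 ± 0.0281 (SD, n = 2) of their input in the tet-LIN28B IP, against 0.544 and 0.559 in the control. Hist1h2ap, a replication-dependent histone, was at 0.0687 ± 0.0239 (SD, n = 2). Of the 9 histone transcripts that passed the filter, 1 was higher and 5 were lower than in the control by limma. The filter on the IPs removes members that are low there, and with it on the inputs only, 1 of 34 histone transcripts was higher and 21 were lower. Myeloid markers that passed the filter, among them Lyz2 (lysozyme) and S100a8 (a calcium-binding protein of neutrophils), gave 0 higher and 3 lower of 7 relative to the control, and 0 and 7 of 11 with the filter on the inputs only. The list of mast cell, basophil and dendritic cell markers came down to Bst2, H2-Aa and H2-Ab1, with 3 of 3 lower. H2-Aa and H2-Ab1 encode MHC class II chains that B cells also express, and they count in the mature B and plasma cell list as well. Of 2 erythroid and megakaryocyte markers 1 was lower, and of 5 let-7 targets 1 was higher and 3 were lower. In the lists of stromal and of T, NK and innate lymphoid markers, 0 transcripts passed the filter. The mitochondrial tRNA gene mt-Ts1, chosen after its values were seen, was at 34868 and 35202 FPKM in the tet-LIN28B IPs and is listed at 0 in the 4 other libraries. How many reads this gene of 69 nt holds is unknown, since no counts come with the values.

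In the inputs, the T, NK and innate lymphoid markers had a median log2 difference of 0.59 from the control, and 10 of 19 were higher in both tet-LIN28B mice and 0 lower in both. Their summed FPKM was 339 in the first tet-LIN28B input, 138 in the other and 143 in the control. Trbc2, a T cell receptor constant region chosen after its values were seen, was at 65.2 FPKM in the first tet-LIN28B input, 22.0 in the other and 21.9 in the control. Myc, a transcription factor of cell growth, was at 41.05, 43.3 and 42.6 FPKM in the same order. Myeloid markers had a median log2 difference of 0.25, with 16 of 30 higher and 2 lower in both mice, erythroid and megakaryocyte markers of 0.35, with 7 of 13 higher and 3 lower, and let-7 targets of 0.25, with 15 of 24 higher and 1 lower. The summed FPKM of the myeloid and of the erythroid and megakaryocyte markers was above the control in the first mouse and below it in the other. Of 64 B cell progenitor transcripts, 14 were higher and 41 lower in both mice (median log2 difference -0.19). Of 22 mature B and plasma cell markers, 2 were higher and 11 lower in both mice (median log2 difference -0.18). The summed FPKM of these markers was 6159 and 7324 in the tet-LIN28B inputs and 9786 in the control. Igkc and Irf4 count in both lists.

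Ribosomal protein transcripts split between high and low IP/input ratios in tet-LIN28B mice, with an SD of 1.36 on the log2 scale over 82 transcripts against 0.42 in the control. The wider spread was not confined to this list. In bins of transcript length over all kept genes, the SD was 0.82 to 1.75 in tet-LIN28B mice. In the control it was 0.38 to 0.58. Oxidative phosphorylation transcripts had an SD of 1.40 against 0.30 in the control, and chaperones 0.78 against 0.37. After the trend on length and GC content was removed the SD over the 82 ribosomal protein transcripts was 1.32, so that trend is not the whole cause. Reads shared with paralogs and pseudogenes stay open as a possible explanation. The 6 transcripts with at most 10% of shared 50-mers had an SD of 0.486, close to 0.492 in the control, which goes with that explanation. Of the 6, 2 (Rps15a and Rpl22) were higher than in the control by limma. Rps15a (6.3% of a model of 5179 nt) and Rps20 (7.4% of 3706 nt) share 50-mers within families of 39 and 29 genes. A small share of a long model can still be much sequence, so both may not be low in sharing. The test decides neither way, also because 6 are too few. With FPKM times transcript length summed over each gene and every gene sharing a 50-mer with it, the SD was 1.32 against 0.417 in the control, which argues against a mere split of reads between a gene and its annotated copies, although the log2 ratios of Rpl5 and Rpl23 fell from 2.47 to 1.47 and from 2.24 to 1.32.

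LIN28 proteins bind GGAG in let-7 precursors, and GGAG density may bear on the ratios. Over the kept genes, GGAG ranked 99 of 256 words of 4 bases by its rank correlation with the difference from the control (rho = 0.0461), between the bounds set for and against, so the test decides neither way. The rank was not adjusted for base content. GC content itself had rho = -0.199 with the difference, and AAAG, GAAA and AAGA ranked highest. The rank of GGAG therefore mixes the motif with base content. Over the 82 ribosomal protein transcripts alone, rho of GGAG density was 0.168 with the difference and 0.148 with the tet-LIN28B ratio. With the control ratio it was 0.0049. GGAG was not ranked among the words over these 82, so these values do not decide either. No biological explanation for the split of the ribosomal protein transcripts was tested beyond this motif.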
